A study of Homo sapiens with 33 samples.

How the data were processed

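RNA sequencing was carried out on 33 libraries from human acute lymphoblastic leukaemia (ALL) cell lines, 3 in each of 11 groups. The lines were Nalm6 (a B-cell precursor ALL line), a Nalm6 derivative in which the co-repressor gene TLE1 was targeted (TLE1 knockout), and CEM (a T-cell ALL line). The treatments were CHIR-99021, an inhibitor of the kinase GSK3 used as a Wnt pathway agonist, and the glucocorticoids prednisolone and dexamethasone. Per the labels' protocols, RNA was extracted with a column kit and libraries were made by standard Illumina protocols; the aligner version, genome build, annotation and read filters are not stated there. The groups were taken from the sample titles. The treatment protocol in the labels assigns prednisolone to the parental cells and CHIR-99021 to the knockout, whereas the series text and the titles assign them the other way round; the titles were followed, and they also list prednisolone for the parental line.

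The deposited files hold raw read counts per gene in the layout that the aligner STAR writes, with 62446 gene rows and 4 rows of totals for reads assigned to no gene. Each file gives 3 columns, counted without strand and on each strand. Those 4 rows stayed out of library sizes and tests. Unmapped reads were 2.84% to 11.2% of a library, and reads that matched no feature in column 4, which is counted on a single strand, 18.4% to 32.7%. Multiply mapped reads were 4.83% to 7.55% and ambiguous reads 4.70% to 7.45%. Column 4 held at least 12.3 times and at most 15.3 times the gene total of column 3 in every library, past the minimum ratio of 4 set before the data were examined, so column 4 was used throughout. Because STAR counts uniquely mapped reads only, values of genes with near-identical copies (pseudogenes, olfactory receptor genes, ribosomal RNA copies) are uncertain.

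Gene IDs were used as deposited. Of them, 52953 carry the suffix that GENCODE gives to records lifted to an older build, whereas the annotation in use here is GENCODE v29 on GRCh38, so no coordinates are given. Symbols from the supplied name table matched 40678 IDs, and GC content and length from the v29 transcripts matched 56642.

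Column 4 gene totals ran from 25292579 to 61930057 counts per library. A gene at 0 in the shallowest library has an upper limit of 3 counts, 1.19e-05% of that library. These limits cover counting error only, since the reads carry no molecular identifiers. The 10 most abundant genes took 4.87% to 8.26% of a library. Replicates were compared by a chi-square test on counts; every pair differed by more than sampling noise, with chi-square per degree of freedom from 1.85 to 43.7, and none were merged.

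Each comparison was fitted to its own groups alone with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM normalization, and the quasi-likelihood F test with Benjamini-Hochberg adjustment, called at an adjusted p under 0.05, with a second count at an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were derived from the F statistic. Levels are column 4 counts scaled to a library total of 1000000 (CPM), as mean ± SD over 3 libraries. For the CEM transcripts in a Nalm6 library and the genes silent in the knockout, CPM were instead scaled to TMM-normalized totals over all 33 libraries. The means given there pool treated and untreated libraries. Both gene lists were written before the data were examined. The list of 16 Wnt pathway targets holds AXIN2, LEF1, TCF7, NKD1, RNF43, ZNRF3, LGR5, SP5, NOTUM, APCDD1, TNFRSF19, CCND1, MYC, BIRC5, CD44 and JUN. The list of 17 glucocorticoid-responsive genes holds TSC22D3, FKBP5, ZBTB16, PER1, DUSP1, KLF9, BCL2L11, NR3C1, TXNIP, SGK1, DDIT4, ISG20, BTG1, SOCS1, PFKFB2, SLA and P2RY14. They were tested with camera (limma 3.58.1, preset correlation 0.01), with fry and camera with an estimated correlation beside it, adjusted over 22 tests. In the added contrast of CEM and Nalm6, camera and fry were adjusted over its 2 lists alone.

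A glucocorticoid signature was taken from the parental dexamethasone comparison and a CHIR signature from the CEM CHIR comparison, each with the genes called at an absolute log2 fold change of at least 1. The response of a library is the mean log2 CPM of the rising genes minus that of the falling genes, divided by 2 and set against the mean of its controls. Responses were compared by exact 2-sided permutation tests, for which 3 against 3 libraries allow no p under 0.1. In comparisons of responses between lines the control means were held fixed, so their error enters neither the SD nor the p. Correlations of log2 fold changes run across genes, which are not independent replicates. Where both comparisons use the same controls, 20 simulations of unchanged groups against those controls gave the correlation that sharing produces when no gene responds. Real responses widen the spread of the fold changes, so this value is no baseline for the observed r.

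Genes named individually are TLE1, members of the lists, and for each comparison the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, an average log2 CPM of at least 1, a symbol and no overlap between the groups. A group at or under 3 counts in each library gives a lower bound on the fold, computed against 3 counts. The list means keep such genes, whose fold changes then depend on the small count added in the fit, so the size of such means is uncertain.

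The following alternatives were set before the data were examined: RLE size factors, DESeq2 1.42.0, no filter, at least 10 counts in every library, robust moderation, the replicate number as a block, the unstranded column 2, all libraries of a cell line fitted together, and leaving out each library in turn. The lists, signatures and correlations had their own alternatives. For the differences of responses, line labels were reassigned at random within treated and within untreated libraries, 100 assignments in all; 60 had been drawn and counted before the number was raised to 100. Added after the data were seen were a fit with each library's GC trend removed, a dexamethasone comparison in the knockout with the difference between the untreated parental groups subtracted, the dexamethasone difference with the other untreated parental group as control, the correlation of CHIR with dexamethasone, glucocorticoid signatures from CEM prednisolone and from knockout dexamethasone, and the difference of the prednisolone responses of CEM and Nalm6.

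The fits were tested on simulated data. With 200 genes changed by a fold of 2, at a dispersion of 0.01, edgeR recovered 99.5% of them with 13 false calls among 18066 genes tested, DESeq2 98.5% among 17092, and the difference of responses 88.0% with 14 false calls among 17379. With no gene changed, 0 of 18059 genes were called. A simulated GC trend gave 10156 calls among 18009 genes without the correction and 0 with it.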

Results

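Gene expression was measured by RNA sequencing in ALL cell lines treated with a Wnt agonist or a glucocorticoid for 24 h. Parental Nalm6 cells were left untreated, or received 0.5 µM CHIR-99021, 5 µM prednisolone or 100 nM dexamethasone, and the dexamethasone libraries have an untreated group of their own. TLE1 knockout Nalm6 cells were left untreated, or received 5 µM prednisolone or 100 nM dexamethasone. CEM cells were left untreated, or received 2 µM CHIR-99021 or 10 µM prednisolone. Each of the 11 groups has 3 libraries. Total gene counts per library, in units of 1000000, were 49.0 to 61.9 in untreated Nalm6, 39.1 to 53.9 under CHIR, 29.5 to 58.6 under prednisolone, 32.5 to 45.4 in the untreated dexamethasone set and 40.6 to 43.2 under dexamethasone. They were 28.8 to 32.7 in the untreated knockout, 29.9 to 36.9 under prednisolone and 25.3 to 29.3 under dexamethasone. In CEM they were 33.8 to 46.2 untreated, 35.9 to 52.6 under CHIR and 35.1 to 43.4 under prednisolone.

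The TLE1 transcript (ENSG00000196781.16_1) was examined first, as the targeted gene. In untreated knockout libraries it stood at 25.4, 24.0 and 24.0 CPM, against 30.2, 34.0 and 31.8 CPM in untreated Nalm6. The difference was -0.36 ± 0.06 (log2 fold change ± SE, edgeR adjusted p = 0.002), so the TLE1 transcript was present in all knockout libraries. Protein was not analysed here. Prednisolone raised TLE1 to 113 ± 3.03 CPM (SD, n = 3) in Nalm6, a log2 fold change of 1.80 ± 0.05 (edgeR adjusted p = 3.33e-15). Dexamethasone raised it to 131 ± 2.71 CPM from 27.0 ± 0.968 CPM in its own controls. In the knockout it reached 62.5 ± 7.38 CPM under prednisolone and 57.3 ± 1.84 CPM under dexamethasone. In CEM the level was 85.3 ± 3.22 CPM untreated and 91.6 ± 1.52 CPM under prednisolone, a log2 fold change of 0.07 that was not called (edgeR adjusted p = 0.104), although it was called without replicate 2 of the CEM controls (0.10, adjusted p = 0.0174).

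**Figure D1:**
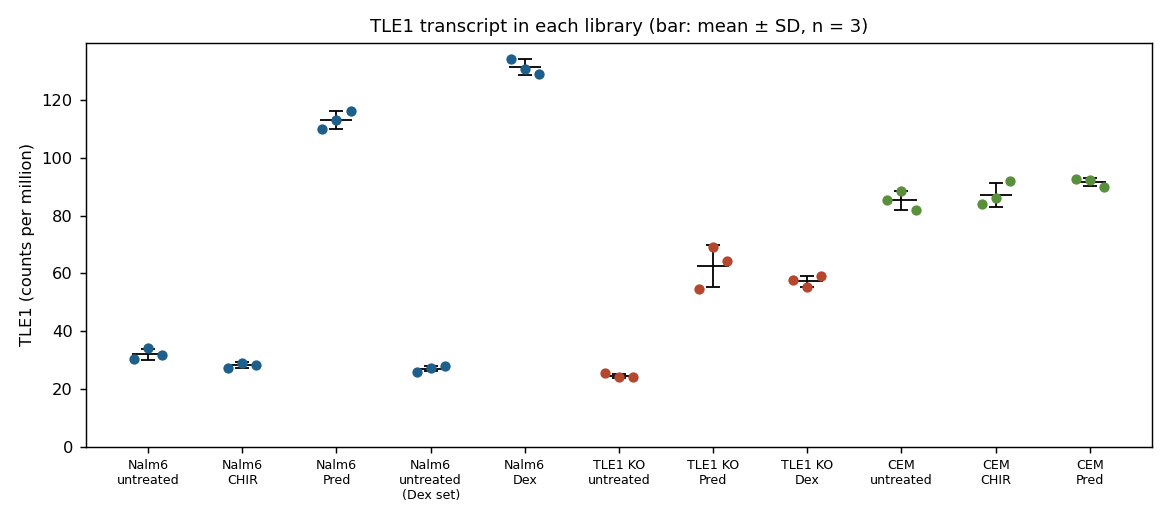
TLE1 in CPM (vertical axis) in each library (points) by group (horizontal axis), with the mean and SD of 3 libraries as bars. The untreated knockout libraries lie between 24.0 and 25.4 CPM, and glucocorticoids raised TLE1 in Nalm6 and the knockout but by a log2 fold change of only 0.07 in CEM.

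The series title asks whether the glucocorticoid and Wnt pathways oppose each other, and the first comparison is the effect of CHIR-99021 in parental Nalm6. Of 18082 genes tested, 1425 changed (571 rose and 854 fell; edgeR adjusted p under 0.05), and 57 by an absolute log2 fold change of at least 1. Leaving out single libraries moved this count most. It was 779, 428 and 409 without replicates 1, 2 and 3 of the untreated group, 820 without replicate 1 of the CHIR group and 2708 without replicate 3 of the CHIR group, where 1391 of the 1425 genes were called again. In these fits the genes at an absolute log2 fold change of at least 1 ran from 30 to 104 (25 under DESeq2), and rises and falls were 108 and 320 without replicate 2 of the untreated group but 1356 and 1352 without replicate 3 of the CHIR group. The largest rise was in GZMA (ENSG00000145649.8_1), from 1.09 ± 0.170 to 5.47 ± 0.494 CPM (log2 fold change 2.31 ± 0.13, edgeR adjusted p = 3.86e-05). CCM2L (1.24) and HOMER2 (1.19) followed. The largest falls were in ABTB1 (-1.47), DEPP1 (-1.46) and ANGPT2 (-1.37); ANGPT2 was not called in the unstranded column (-0.21, adjusted p = 0.165).

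In CEM, CHIR-99021 changed 1865 of 17200 genes (931 rose and 934 fell), 67 of them by an absolute log2 fold change of at least 1. The count was 1001 without replicate 2 of the CHIR group, and 1136, 1104 and 1064 without replicates 1, 2 and 3 of the untreated group. The largest rises were in PKIG (1.33), ADAMTS19 (1.05) and CD48 (0.98), and the largest falls in MYO7B (-1.61), ABCA1 (-1.33) and KLHL24 (-1.20). The CHIR responses of both lines were related across 15184 genes (Pearson r = 0.27, jackknife SE over libraries 0.0619; Spearman rho = 0.35). Of the 487 genes called in both lines, 459 (94.3%) moved in the same direction.

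The Wnt target list did not move as a set under CHIR-99021 in either line. Its mean log2 fold change was 0.08 over 9 genes tested in Nalm6 (camera adjusted p = 0.638) and 0.12 over 9 genes in CEM (camera adjusted p = 0.354; mean 0.062 without replicate 2 of the CHIR group). In Nalm6, 1 list gene was called among all genes and 3 when adjusted over the list alone; in CEM these counts were 2 and 3. AXIN2 (ENSG00000168646.13_1) was at a low level, 3.70 ± 0.160 CPM in untreated Nalm6 and 3.23 ± 0.0482 under CHIR (log2 fold change -0.19, edgeR adjusted p = 0.221). In CEM it rose from 0.994 ± 0.139 to 1.43 ± 0.225 CPM (0.56, edgeR adjusted p = 0.0644), which was called without a filter on low counts (0.57, adjusted p = 0.0305) and without replicate 3 of the CHIR group (0.67, adjusted p = 0.0308). MYC fell in both lines, by 0.23 on the log2 scale in Nalm6 (edgeR adjusted p = 0.0245) and by 0.55 in CEM (edgeR adjusted p = 4.91e-06). The Nalm6 call for MYC did not hold in 4 of 6 fits that each left out a library (without replicate 1 of CHIR or any untreated replicate; adjusted p from 0.061 to 0.137). The glucocorticoid list was not called under CHIR either, with means of -0.05 in Nalm6 and 0.02 in CEM (camera adjusted p = 0.289 and 0.656). The Nalm6 median was -0.20, with 3 of 14 genes higher, among them P2RY14 (from 1.09 to 2.69 CPM, 1.29). In Nalm6, 4 of its 14 genes tested were called, 3 of them lower, and 6 when adjusted over the list alone; in CEM, 6 of 15 were called, 2 of them lower, and 7 when adjusted over the list alone. The sign of the list mean rested on a library: it was 0.01 in Nalm6 without replicate 3 of the CHIR group and -0.01 in CEM without replicate 1 of the CHIR group. TSC22D3 was lower in both lines, by -0.35 in Nalm6 (edgeR adjusted p = 0.0419) and -0.55 in CEM (edgeR adjusted p = 0.0386). These calls did not hold in 3 and 5 of the 6 fits that each left out a library, with adjusted p up to 0.19 and up to 0.149, and the CEM call was also lost under DESeq2 (adjusted p = 0.102). NR3C1, the glucocorticoid receptor gene, fell by 0.22 on the log2 scale in Nalm6 (edgeR adjusted p = 0.017), a call lost in 5 of 6 fits that each left out a library (all but that without replicate 3 of CHIR; adjusted p from 0.0547 to 0.103). FKBP5 was at 96.8 ± 32.0 CPM under CHIR against 113 ± 2.08 CPM, and without replicate 3 of the CHIR group its log2 fold change was 0.04 in place of -0.22. That fall was not called (edgeR adjusted p = 0.54) except without a filter on low counts (adjusted p = 1.17e-04).

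Prednisolone changed 10231 of 18658 genes in Nalm6 (5352 rose and 4879 fell), 1638 of them by an absolute log2 fold change of at least 1. The latter count was 1001 when only genes with at least 10 counts in every library were tested. Dexamethasone, against its own controls, changed 10412 of 17217 genes (5208 rose and 5204 fell), 1931 of them by at least 1. The log2 fold changes of these drugs had a Pearson r of 0.91 across 17011 genes (jackknife SE 0.0101), and 8191 of 8264 genes called under both (99.1%) moved in the same direction. The olfactory receptor genes OR7C1 and OR7A5 were at 0 counts in each untreated library. They were at least 182-fold and at least 142-fold higher under prednisolone, and at least 122-fold and at least 118-fold higher under dexamethasone. GOLGA6GP, a pseudogene, was at least 226-fold higher under prednisolone, and LOXL4 at least 171-fold higher under dexamethasone. Falls were smaller. Under prednisolone the largest were in SCN4A (-3.02), CTSG (-2.83) and CNTN2 (-2.44), and under dexamethasone in KCNJ2 (-3.34), JCHAIN (-3.02) and A2M (-2.93).

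The glucocorticoid list rose in Nalm6 by a mean log2 fold change of 2.88 over 16 genes under prednisolone (camera adjusted p = 5.28e-77). Under dexamethasone it rose by 3.88 over 17 genes (camera adjusted p = 7.66e-60). These 17 include PFKFB2 and ZBTB16, at or under 3 counts in each untreated library of that set, so the size of the mean is uncertain. The medians were 2.47 and 3.27. All 16 and all 17 genes were called, 15 and 16 of them upward, and the counts adjusted over the list alone were the same. TSC22D3 (ENSG00000157514.17_1) rose from 21.6 ± 1.93 to 348 ± 24.3 CPM under prednisolone (log2 fold change 3.99 ± 0.06, edgeR adjusted p = 8.15e-18), and by 5.23 under dexamethasone. BCL2L11, which encodes a pro-apoptotic protein, rose by 1.44 and 1.74, NR3C1 by 1.18 and 1.26, and FKBP5 by 1.67 and 2.68. The Wnt list was lower, with a mean of -0.17 over 9 genes under prednisolone and -0.39 over 10 genes under dexamethasone (camera adjusted p = 0.0267 and 0.0139). Of its genes, 8 were called in each comparison, 5 and 6 of them lower, and the counts adjusted over the list alone were the same. These list calls held under fry (adjusted p = 7.08e-05 and 9.04e-05) and not with an estimated correlation (adjusted p = 0.132 for both), and the prednisolone call was lost without replicate 1 of the prednisolone group (-0.11, adjusted p = 0.0934). The dexamethasone mean was -0.23 without replicate 1 of its untreated group. LEF1 (ENSG00000138795.10_1) fell from 524 ± 13.6 to 257 ± 8.05 CPM under prednisolone (-1.06 ± 0.04, edgeR adjusted p = 1.42e-13) and by 1.30 on the log2 scale under dexamethasone. MYC fell by 1.00 and by 1.08 on the log2 scale under the respective drugs. AXIN2 moved the other way, by 0.63 under dexamethasone (edgeR adjusted p = 3.58e-04) and by 0.26 under prednisolone (edgeR adjusted p = 0.0356), where the call was lost under DESeq2 (adjusted p = 0.2), without a filter (0.0972), with all Nalm6 libraries fitted together (0.067) and in all 6 fits that each left out a library (adjusted p from 0.0508 to 0.128).

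In CEM, prednisolone changed 7842 of 17381 genes (3873 rose and 3969 fell), 647 of them by an absolute log2 fold change of at least 1. The largest rises were in BTNL9 (7.99), EPGN (6.41) and TSC22D3 (5.96), and the largest falls in APLN (-2.25), VAC14-AS1 (-2.00) and CTSG (-1.95). The glucocorticoid list rose by a mean of 2.42, with 15 of 15 genes called upward (camera adjusted p = 1.75e-155). BCL2L11 rose by 2.19, NR3C1 by 1.54 and FKBP5 by 2.44. MYC fell by 0.81. LEF1 rose from 592 ± 16.5 to 940 ± 14.5 CPM (0.64 ± 0.03, edgeR adjusted p = 4.30e-12), opposite to its change in Nalm6 (difference of the responses 1.71, edgeR adjusted p = 3.21e-18, a contrast added after the data were seen). The Wnt list mean was 0.22 (camera adjusted p = 0.249, fry adjusted p = 0.00752). Across 15401 genes the prednisolone responses of Nalm6 and CEM had a Pearson r of 0.46 (jackknife SE 0.0245), and 4576 of 5257 genes called in both (87.0%) moved in the same direction.

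**Figure D2:**
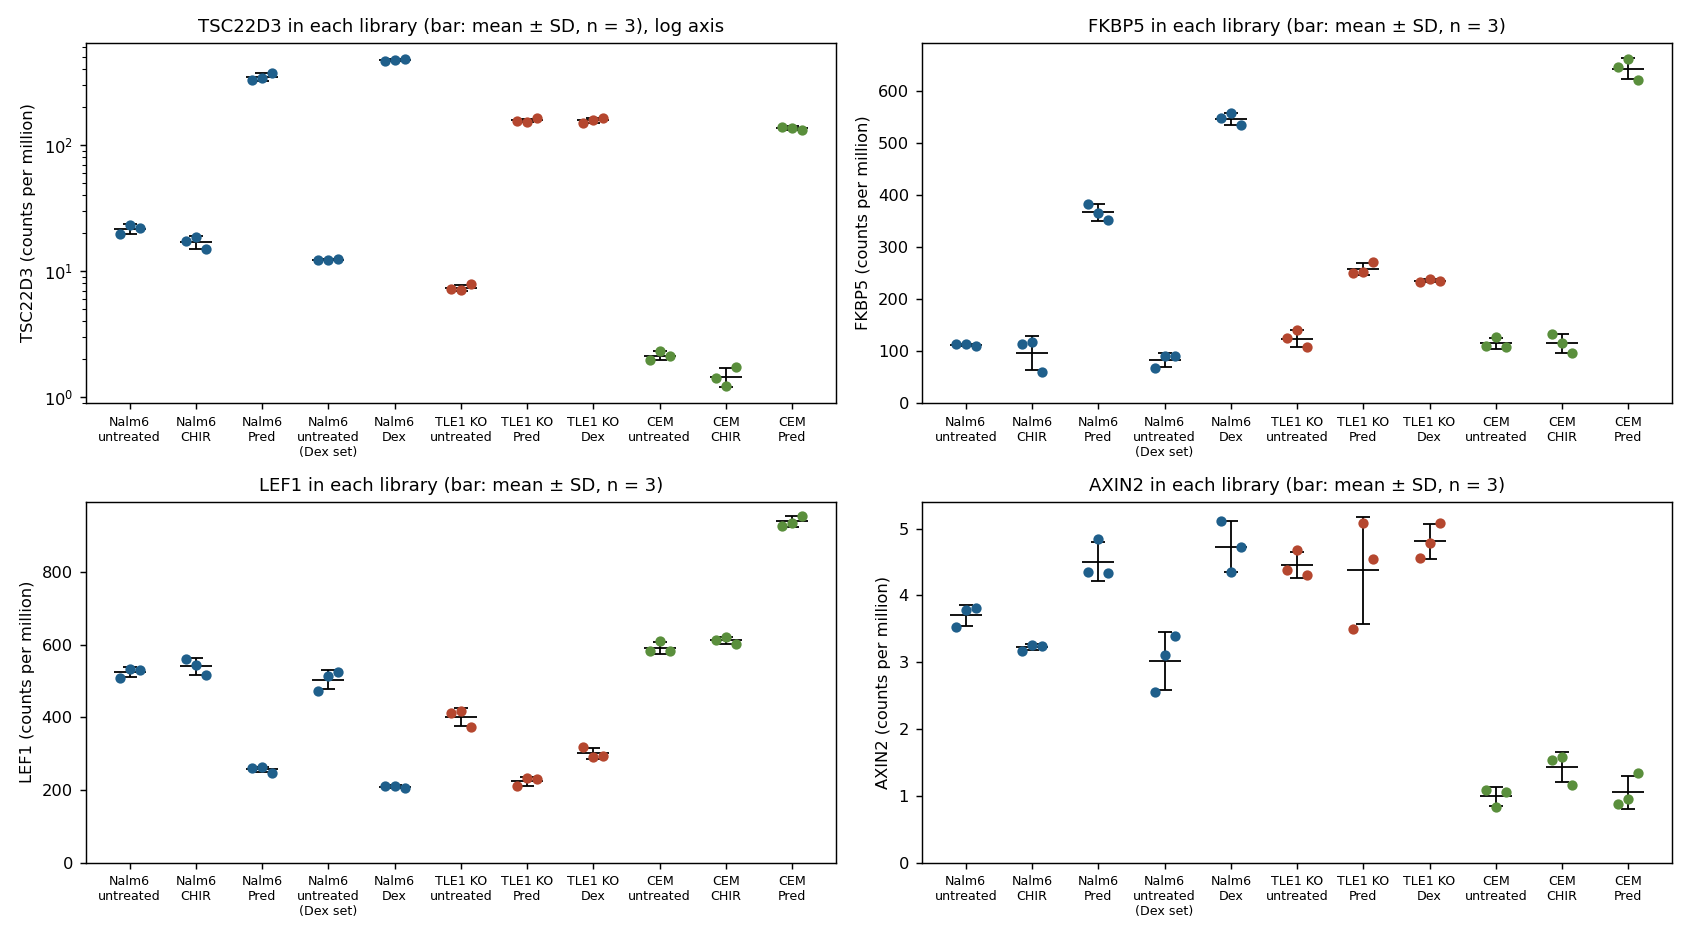
CPM (vertical axes; logarithmic for TSC22D3) of TSC22D3, FKBP5, LEF1 and AXIN2 in each library (points) by group (horizontal axes), with the mean and SD of 3 libraries as bars. LEF1 went from 524 to 257 CPM under prednisolone in Nalm6 and from 592 to 940 CPM in CEM, and 1 of the 3 CHIR libraries of Nalm6 lies below the others for FKBP5.

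Whether both drugs act on the same genes was asked by comparing their log2 fold changes within each line. In Nalm6 the Pearson r of CHIR and prednisolone was -0.06 across 17896 genes (jackknife SE 0.0935). Simulated groups without a response, set against the same controls, gave 0.47 on average, with a range of 0.43 to 0.50. Since 10231 genes responded to prednisolone, that value is no baseline for the observed r. The sign of this r was not stable, since it was 0.03 without replicate 1 of the untreated group. Among 1169 genes called under both, 290 (24.8%) moved in the same direction, and 388 rose under CHIR and fell under prednisolone while 491 did the reverse. The dexamethasone libraries share no control with the CHIR comparison and gave an r of -0.19 (jackknife SE 0.0336), with 297 of 1203 genes (24.7%) moving in the same direction. That pair was added after the data were seen. In CEM the r of CHIR and prednisolone was 0.12 (jackknife SE 0.113, Spearman rho 0.03, and 0.21 without replicate 1 of the untreated group). Of 1269 genes called under both, 484 (38.1%) moved in the same direction. Simulated groups without a response gave 0.50 from shared controls, with the same limit.

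**Figure D3:**
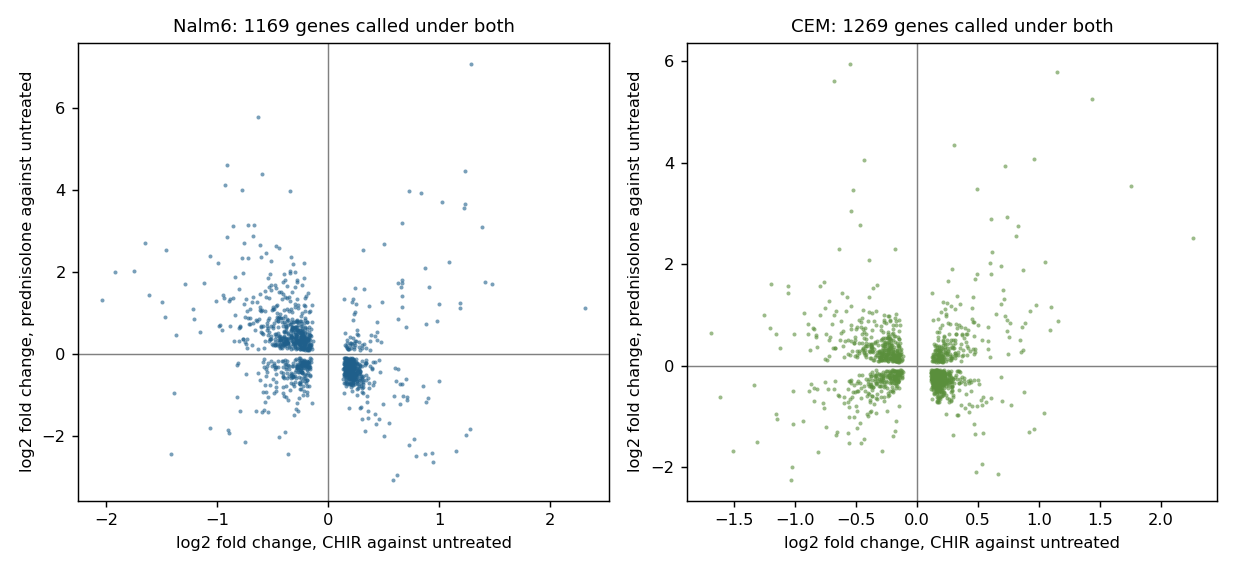
Log2 fold changes under CHIR-99021 (horizontal axis) and prednisolone (vertical axis), each against untreated cells, for the 1169 genes of Nalm6 (left) and 1269 genes of CEM (right) called in both comparisons; each point is a gene. Of these, 24.8% in Nalm6 and 38.1% in CEM lie in the quadrants where both changes have the same sign.

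The series text places untreated knockout cells beside untreated parental cells. Of 17208 genes, 4655 differed (2631 higher and 2024 lower in the knockout), 792 by an absolute log2 fold change of at least 1. The count was 2804, 2847 and 2939 without replicates 1, 2 and 3 of the parental group, and 6732 without replicate 3 of the knockout group. NLRP11 (5.01), LILRB4 (3.85) and NAALADL2 (3.83) were the largest rises. FBXO21, GSTK1 and YIPF6 were at 0 counts in each untreated knockout library and at least 67.4-fold, at least 39.9-fold and at least 35.0-fold lower than in the parental cells. The Wnt list did not differ as a set (mean -0.09, camera adjusted p = 0.905), with 5 of 9 genes called and 8 when adjusted over the list alone. AXIN2 was higher by 0.29 (edgeR adjusted p = 0.0464), a call lost under DESeq2 (adjusted p = 0.15), without a filter (0.101), at 10 counts in every library (0.0507), with the GC trend removed (0.0626) and in 5 of 6 fits that each left out a library (adjusted p from 0.0661 to 0.157, all but that without replicate 3 of the knockout), and LEF1 was lower at -0.36 (edgeR adjusted p = 0.00135). The glucocorticoid list had a mean of -0.14 but a median of 0.01, with 8 of 14 genes higher (camera adjusted p = 0.0332, fry adjusted p = 0.00259, with an estimated correlation 0.132, and 0.115 under camera without replicate 3 of the knockout). Of its 14 genes tested, 6 were called, 4 of them lower, and 6 when adjusted over the list alone. TSC22D3 stood at 7.39 ± 0.430 CPM in the knockout against 21.6 ± 1.93 CPM (-1.52 ± 0.09, edgeR adjusted p = 3.70e-06). NR3C1 was at 154 ± 9.84 CPM in the knockout against 241 ± 1.58 CPM (-0.62 ± 0.06, edgeR adjusted p = 6.47e-05). Across 17119 genes the CHIR response of Nalm6 had an r of 0.05 with this difference (jackknife SE 0.062, Spearman rho 0.0069). That r was 0.10 without replicate 1 of untreated Nalm6. Simulated groups without a difference gave 0.42 from shared controls, which is no baseline where 4655 genes differ. Of 577 genes called in both, 233 (40.4%) had the same sign.

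In knockout cells, prednisolone changed 6911 of 16555 genes (3283 rose and 3628 fell), 1152 of them by an absolute log2 fold change of at least 1. OR7C1, OR7A5 and ZBTB16 were at least 45.4-fold, at least 37.2-fold and at least 139-fold higher, and the largest falls were in SCN4A (-3.10), TLR10 (-2.15) and CCM2L (-2.14). The glucocorticoid list rose by a mean of 2.58 (camera adjusted p = 1.07e-55) and the Wnt list was lower at -0.39 (camera adjusted p = 0.0115, fry adjusted p = 0.00116, estimated correlation 0.339). Adjusted over the list alone, 15 of 16 glucocorticoid and 5 of 8 Wnt genes were called, as over all genes. TSC22D3 rose by 4.37, NR3C1 by 1.26, FKBP5 by 1.01 and BCL2L11 by 0.49, and LEF1 changed by -0.88. The response had a Pearson r of 0.88 with that of parental cells across 16492 genes (jackknife SE 0.0275), and 5960 of 6000 genes called in both (99.3%) moved in the same direction.

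A test of the difference between both prednisolone responses called 624 of 17952 genes (197 with a higher and 427 with a lower log2 fold change in the knockout), 125 of them by at least 1. These numbers moved by over 1.5 times on leaving out a library. The count was 361, 369 and 375 without replicates 1, 2 and 3 of untreated Nalm6, and 1852 without replicate 3 of the untreated knockout; 617 of the latter were among the 624. The largest positive differences were in KCP (1.95), GADL1 (1.58) and CCND2 (1.55; not called without replicate 1 or 3 of knockout prednisolone or replicate 1 of the untreated knockout, adjusted p from 0.0591 to 0.0657), and among the largest negative ones was CDC42EP3 (-4.05 ± 0.35, edgeR adjusted p = 4.98e-06). GOLGA6GP and TACC2 were also called lower, but untreated parental libraries for GOLGA6GP, and untreated knockout libraries for TACC2, were at or under 3 counts, so no size is given. For TACC2 the knockout response is thus only a lower bound, and the direction of the difference stays open. The calls of GOLGA6GP and TACC2 were lost in 4 and 2 of 12 fits that each left out a library (adjusted p from 0.0625 to 0.0833 and from 0.0853 to 0.0928). The glucocorticoid list responded less in the knockout, with a mean difference of -0.27 over 16 genes (camera adjusted p = 7.28e-07, fry 7.09e-04, estimated correlation 0.0267). Of these, 8 were called, 7 of them lower, and 11 when adjusted over the list alone. BCL2L11 differed by -0.92 ± 0.11 (edgeR adjusted p = 1.13e-04), FKBP5 by -0.64 (edgeR adjusted p = 0.00135, and 0.0657 with all Nalm6 libraries fitted together) and TLE1 itself by -0.46 (edgeR adjusted p = 0.0136, and 0.0515 without replicate 1 of untreated Nalm6). NR3C1 did not differ in its response (0.10, edgeR adjusted p = 0.584). TSC22D3 differed by 0.41 (edgeR adjusted p = 0.0541), and was called under 7 of 9 alternatives that kept all libraries (adjusted p from 0.00537 to 0.0465) and without replicate 3 of the untreated knockout, replicate 3 of parental prednisolone or replicate 1 of untreated Nalm6 (adjusted p from 0.0195 to 0.0351). The Wnt list difference was -0.27 (camera adjusted p = 0.121, fry 0.0302), with 1 of 9 genes called and 4 when adjusted over the list alone.

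The glucocorticoid signature, taken from the dexamethasone libraries, held 1369 rising and 562 falling genes. Its response to prednisolone was 1.37 ± 0.03 log2 units (SD, n = 3) in Nalm6, 1.04 ± 0.03 in the knockout and 0.29 ± 0.01 in CEM. Each knockout library lay below each parental library, a difference of -0.33 that left 75.9% of the parental response. The exact 2-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. It leaves out the error of the control means. The SD of the control libraries was 0.042 in the knockout and 0.009 in Nalm6. Genes chosen for a response in parental cells favour a lower mean in another line, so signatures from other lines were added after the data were seen. With 545 rising and 102 falling genes of CEM prednisolone, which shares no library with either response, it was 0.40 in the knockout and 0.53 in Nalm6 (74.2%, exact permutation p = 0.1). With 860 rising and 689 falling genes of knockout dexamethasone, a choice that favours the knockout and shares its untreated libraries, it was 1.01 and 0.98 (exact permutation p = 0.5), so the lower response depended on where the genes were chosen. Untreated knockout cells were at 0.05 ± 0.04 relative to untreated Nalm6 (exact permutation p = 0.3). CHIR-99021 moved the signature by -0.07 ± 0.01 in Nalm6 and by -0.04 ± 0.02 in CEM, with each treated library below the controls (exact permutation p = 0.1 in both, again the smallest possible). The CHIR signature, 24 rising and 43 falling genes of CEM, responded by 0.09 ± 0.02 to CHIR in Nalm6 and by -0.10 ± 0.02 to prednisolone in Nalm6 (exact permutation p = 0.1 each). It moved by -0.04 ± 0.05 under prednisolone in the knockout (exact permutation p = 0.3) and by -0.02 ± 0.02 in the untreated knockout (exact permutation p = 0.5). The difference between the prednisolone responses of knockout and parental cells was 0.06 (exact permutation p = 0.2).

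**Figure D4:**
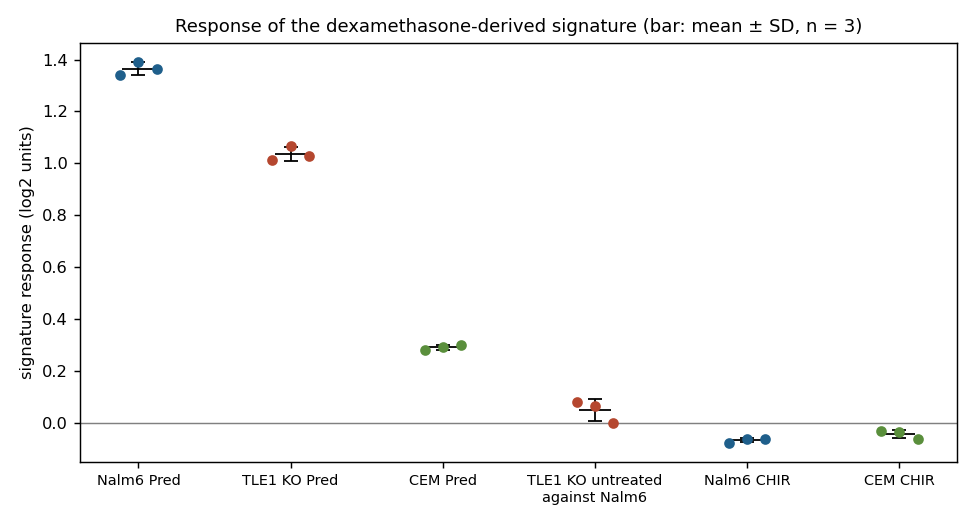
Response of the dexamethasone-derived signature in log2 units relative to the matching controls (vertical axis) for each library (points) of 6 comparisons (horizontal axis), with the mean and SD of 3 libraries as bars. Prednisolone libraries of the knockout (mean 1.04) lie below those of Nalm6 (mean 1.37), and CHIR libraries lie at or below -0.03.

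Dexamethasone in the knockout has no untreated group of its own and was set against the untreated knockout libraries of the prednisolone comparison. It changed 8465 of 16176 genes (4211 rose and 4254 fell), 1549 of them by an absolute log2 fold change of at least 1. The largest rises with a measurable control were in BNIP3P41 (7.24) and PIK3IP1 (5.77), ZBTB16 was at least 91.3-fold higher, and the largest falls were in CNTN2 (-2.73), MIR210HG (-2.63) and GP5 (-2.54). The glucocorticoid list rose by a mean of 2.46 (camera adjusted p = 6.54e-44) and the Wnt list was not called by camera (mean -0.06, median -0.30, adjusted p = 0.303; fry 9.08e-04; mean -0.023 without replicate 1 of knockout dexamethasone). Of the lists, 15 and 8 genes were called, the same counts as adjusted over the list alone, and of the 8 Wnt genes 2 rose and 6 fell. TSC22D3 rose by 4.43, while BCL2L11 did not change (0.02, edgeR adjusted p = 0.884; -0.05 without replicate 3 of the untreated knockout and -0.02 without replicate 2 of knockout dexamethasone). How far separate sets of libraries differ without any treatment can be read from the pair of untreated parental groups. Of 17478 genes, 8774 differed between them (4510 higher and 4264 lower in the dexamethasone set), 1236 by an absolute log2 fold change of at least 1, led by JCHAIN (3.80), GZMA (3.06) and PI16 (3.05) upward and by GP5 (-3.01), RNA5-8SP6 (-2.59) and LINC01226 (-2.43) downward. The list means there were 0.16 for Wnt and -0.31 for glucocorticoid genes (camera adjusted p = 0.169 and 0.303; fry 0.0038 and 0.0158). GZMA, GP5 and JCHAIN therefore appear among the largest changes of a treatment comparison and of this untreated one. With the untreated difference subtracted, GP5 under dexamethasone in the knockout was 0.46 (adjusted p = 0.108) and BCL2L11 was 0.59 (adjusted p = 2.42e-04). The difference between the dexamethasone responses of knockout and parental cells, 6149 of 17385 genes (2937 higher and 3212 lower, 1425 by at least 1), carries this set difference within it. Which direction held more of all called genes depended on the setting, with 3348 higher and 2951 lower under RLE, 3317 and 2553 under DESeq2, 4044 and 3138 in the unstranded column, and 4535 and 3226 without replicate 3 of the untreated knockout. In the reported fit, the 1425 genes by at least 1 were 463 higher and 962 lower. The 1236 such genes of the untreated sets were likewise 334 higher and 902 lower in the dexamethasone set. JCHAIN (5.49), GZMK (3.90) and HSH2D (3.34) were the largest positive and STAB1 (-5.92) and KCNK3 (-4.27) among the largest negative differences. TACC2 was also called lower, but its untreated knockout libraries were at or under 3 counts. Its knockout response is thus only a lower bound, and the direction of the difference stays open. BCL2L11 differed by -1.75 (edgeR adjusted p = 3.65e-09). Its parental level of 60.6 CPM under dexamethasone compares with 17.7 CPM in the controls of that set and 27.6 CPM in the other untreated group. With the latter as control the difference is therefore smaller. TSC22D3 differed by -0.82 (edgeR adjusted p = 2.03e-06) but by -0.06 (adjusted p = 0.655) with the other untreated parental group as control. The list difference was 0.53 for Wnt (camera adjusted p = 0.0191, mean 0.34 without replicate 1 of the untreated dexamethasone set). For glucocorticoid genes it was -1.35 (camera adjusted p = 2.96e-10). The medians were 0.55 and -1.12, and the sizes of both means are uncertain. In the Wnt list, TCF7 and CD44 were under 1 CPM in each library of this contrast. TCF7 had 27, 2 and 2 counts in the untreated dexamethasone set. In the glucocorticoid list, PFKFB2 and ZBTB16 were at or under 3 counts in each untreated library.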

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

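Tests on the splits of libraries, on depth, and on GC content and dose for LEF1 were set before their results were seen; the other tests in this part were chosen after the result they bear on was seen. Doubts that apply to a named comparison are given with it.

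The difference between the prednisolone responses of knockout and parental cells covered 624 genes and was the first result that differed between lines under the same contrast. Line labels were reassigned at random within the treated and within the untreated libraries. Of 100 such assignments, the real one included, 7 called at least 624 genes, and of the first 60 drawn it was 3; the number was raised to 100 after those 3 had been seen. An exchange of the line names in all libraries only turns the sign and was counted as the same assignment. Up to such an exchange, the other 6 kept the line labels in one arm and swapped 4 of the 6 in the other arm, as did 9 of the assignments in all, so that the difference between the lines themselves entered the contrast. Such assignments do not show what arises without a difference, so the 7 of 100 decides nothing about chance. The remaining 90 assignments called at most 59 genes, a division made after the counts had been seen. They mixed both lines within a group, which widens the spread there, so their low counts do not decide it either. Removing each library's GC trend gave 857 genes and thinning all libraries to 28777002 counts gave 534, of which 499 were among the 624, so neither a GC trend nor depth accounts for the difference. Without replicate 3 of the untreated knockout the count was 1852, which argues against that library as its source. A uniformly weaker response of the knockout would make nearly all differences oppose the direction of the glucocorticoid response. In the dexamethasone libraries, which took no part in the fit, 418 of 537 genes (77.8%) opposed it and 119 did not, so a weaker response may account for much of the pattern but not for all of it. Whether it is the whole cause was framed, and the share that would exclude it was set, after this percentage had been seen. Across 1542 dexamethasone signature genes the knockout response was 0.826 times the parental one, but these genes were chosen in parental cells, which favours a value under 1. The mean signature response was lower in the knockout by -0.14 with genes chosen in CEM and not lower (0.030) with genes chosen in the knockout, so a weaker response in general stays open. The labels name no second knockout line, so loss of TLE1 and other differences of this line are both open.

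Individual differences of that contrast were 1.95 for KCP, 1.58 for GADL1, 1.55 for CCND2, -4.05 for CDC42EP3, -0.46 for TLE1, -0.64 for FKBP5 and -0.92 for BCL2L11, and -0.27 for the mean of the glucocorticoid list. CCND2 lost its call in 3 of the 12 fits that each left out a library (adjusted p from 0.0591 to 0.0657). No fully separate test was possible for single genes, since the dexamethasone difference shares the untreated knockout libraries and carries a difference of library sets. In it BCL2L11 differed by -1.75. TLE1 went from 24.5 to 57.3 CPM in the knockout and from 27.0 to 131 CPM in parental cells. FKBP5 went from 125 to 236 CPM and from 83.5 to 547 CPM, so these genes again rose less in the knockout. For KCP, GADL1, CCND2 and CDC42EP3 no such value is given.

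The difference between dexamethasone responses covered 6149 genes, with 0.53 for the Wnt list and -1.35 for the glucocorticoid list. Both list means include genes at few counts, so their sizes are uncertain. Named genes differed by 5.49 (JCHAIN), 3.90 (GZMK), 3.34 (HSH2D), -5.92 (STAB1), -4.27 (KCNK3), -0.82 (TSC22D3) and -1.75 (BCL2L11). Only the real one of 100 assignments gave as many genes. The other assignments mixed both lines within a group or let the difference between the lines enter, so this count decides nothing about chance. The knockout dexamethasone libraries differ from the knockout prednisolone libraries much as the untreated parental groups differ from each other (r = 0.67 over 16017 genes, with no library in common), and of 531 genes called in both with an untreated difference of at least 1, 527 (99.2%) had the same sign. This is consistent with the knockout dexamethasone libraries belonging to the set of the parental dexamethasone libraries. With the other untreated parental group as control, which cancels such a difference, 5461 genes were called. Only 3279 of them were among the 6149, 3159 in the same direction. For these 3159 the difference of the untreated groups is not the whole cause, a wording chosen after the counts had been seen, and for the others it stays open. For TSC22D3 it may be the cause, since the gene then differed by -0.06. For BCL2L11 it accounts for a part, since the parental rise to 60.6 CPM then starts from 27.6 CPM in place of 17.7 CPM. A set difference particular to the knockout dexamethasone libraries has no control here and stays open beside an effect of TLE1.

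LEF1 and TLE1 responded to prednisolone differently in CEM and Nalm6, by 1.71 and -1.71 (log2 difference in response, edgeR adjusted p = 3.21e-18 and 2.57e-16). The mean of the Wnt list over 12 genes differed by 0.61 (camera adjusted p = 0.00427, fry 2.72e-06, each adjusted over the 2 lists of this contrast). Of these genes, LGR5 and APCDD1 were at or under 3 counts in each untreated and prednisolone library of CEM, and TCF7 in those of Nalm6. Their response in that line cannot be measured, so the list mean does not tell whether Wnt targets responded differently. The glucocorticoid list differed by -0.73, which was not called (camera adjusted p = 0.837, fry 0.574). It has the same limit, with P2RY14 and KLF9 at or under 3 counts in those CEM libraries. This contrast was added after the data were seen. For LEF1 the difference was 1.71 with the GC trend removed and 1.69 with all libraries thinned to 29461127 counts, so neither accounts for it. CEM received 10 µM and Nalm6 5 µM, and line and dose cannot be told apart because no library of either line had the dose of the other. The lineage of the lines remains a possible explanation that was not tested.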

How the results depend on the processing

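The numbers of genes called at an adjusted p under 0.05 kept within 1.5 times of the reported ones under every alternative that kept all libraries, except those in this and the next paragraph. Without a filter, 2320 genes were called for CHIR in Nalm6 and 981 for the difference of prednisolone responses; more genes are tested there. Fitting all Nalm6 and knockout libraries together gave 1060 for that difference, of which 44.4% were higher in the knockout against 31.6% otherwise. The cause was not tested.

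Within the 9 comparisons of 3 against 3 libraries, those that share a number did not deviate together, since none had a correlation above 0.1 for each of its 3 pairs. With the replicate block, CHIR in Nalm6 called 925 genes, 904 of them among the 1425. In the blocked fits the Wnt list difference between prednisolone responses was -0.28 (camera adjusted p = 0.0493), past the threshold. The block changed the call of no other count or list, and of 4 of 117 gene results. MYC under CHIR in Nalm6 (adjusted p = 0.0573), AXIN2 in the untreated knockout (0.109) and TSC22D3 under CHIR in CEM (0.0582) were no longer called, and TSC22D3 in the prednisolone difference was (0.0364).

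Under fry, 5 list results passed that camera did not: the Wnt list for knockout dexamethasone (-0.063), CEM prednisolone (0.22), the untreated sets (0.16) and the prednisolone difference (-0.27), and the glucocorticoid list for the untreated sets (-0.31). With an estimated correlation, 5 no longer passed: the Wnt list for Nalm6 prednisolone (-0.17), Nalm6 dexamethasone (-0.39), knockout prednisolone (-0.39) and the dexamethasone difference (0.53), and the glucocorticoid list for the untreated knockout (-0.14). Without a filter, genes at few counts entered the lists and the mean changed sign for the Wnt list under CHIR in Nalm6 (-0.19) and CEM (-0.12), for the Wnt list in the untreated knockout (0.15) and for the glucocorticoid list under CHIR in CEM (-0.14); none of these passed under either setting. In the unstranded column the Wnt list was -0.016 between the untreated sets, and 0.13 for the dexamethasone difference, which no longer passed.

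The size of the glucocorticoid signature response depended on its genes. With all genes at an adjusted p under 0.05 it was 0.55 in Nalm6, 0.44 in the knockout and 0.18 in CEM under prednisolone, -0.053 under CHIR in Nalm6, and -0.11 for knockout minus parental. With rising genes only these were 1.64, 1.21, 0.45, -0.11 and -0.43, with -0.075 for CHIR in CEM and -0.012 for the untreated knockout, a change of sign. A prior count of 0.5 gave 1.49, 1.18 and 0.33 under prednisolone, and the unstranded column 1.31 in Nalm6 and 0.28 in CEM. The lower response of the knockout held in sign under each of these. Signatures added after the data were seen, from prednisolone in CEM and from dexamethasone in the knockout, gave 0.53 and 0.98 in Nalm6 and 0.40 and 1.01 in the knockout. The difference of knockout and parental cells was -0.14 with the former and changed sign to 0.030 with the latter, a choice that favours the knockout as the reported one favours the parental cells.

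The CHIR signature was less stable. With all called genes it was 0.13 for CHIR in Nalm6, and -0.14 and -0.094 for prednisolone in Nalm6 and the knockout. With rising genes only, the values were 0.0099, 0.0041 and 0.13, with -0.11 for the untreated knockout and 0.12 for knockout minus parental. A prior count of 0.5 gave -0.053 for the untreated knockout. The unstranded column gave 0.066 for CHIR and -0.068 for prednisolone in Nalm6, 0.026 for the untreated knockout and 0.024 for prednisolone in the knockout. The sign for CHIR in Nalm6 was kept under each of these, and the cause of the other changes was not tested.

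Correlations over genes called in the first comparison were -0.24 (CHIR and prednisolone in Nalm6), 0.51 (CHIR in both lines), 0.53 (prednisolone in both lines), 0.94 (prednisolone and dexamethasone), 0.92 (prednisolone in parental and knockout) and -0.31 (CHIR and dexamethasone). Spearman coefficients were 0.35, 0.51, 0.85, 0.78 and -0.23 for all but the first of these. For CHIR and prednisolone in CEM the values over called genes and by Spearman were 0.092 and 0.030. The unstranded column gave 0.43 for prednisolone in both lines and 0.90 for prednisolone and dexamethasone.

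Across the fits that each left out one library, counts ran from 409 to 2708 for CHIR in Nalm6, 2804 to 6732 for the untreated knockout, 1001 to 1948 for CHIR in CEM and 361 to 1852 for the prednisolone difference. Genes that rose and fell ran from 1687 to 3518 and 1117 to 3214 for the untreated knockout, 498 to 920 and 503 to 1028 for CHIR in CEM, and 102 to 746 and 251 to 1106 for the prednisolone difference, where those at an absolute log2 fold change of at least 1 ran from 96 to 194. List means ran from -0.11 to 0.015 (glucocorticoid, CHIR in Nalm6), -0.22 to -0.11 (Wnt, Nalm6 prednisolone), -0.15 to -0.11 (glucocorticoid, untreated knockout) and -0.013 to 0.040 (glucocorticoid, CHIR in CEM). The glucocorticoid signature response ran from 1.31 to 1.39 in Nalm6, 0.98 to 1.05 in the knockout and 0.27 to 0.30 in CEM under prednisolone, and from -0.076 to -0.061 under CHIR in Nalm6; knockout minus parental ran from -0.35 to -0.30. The CHIR signature response ran from 0.063 to 0.14 for CHIR and -0.21 to -0.089 for prednisolone in Nalm6, and from -0.15 to -0.017 for prednisolone in the knockout. It changed sign for the untreated knockout (-0.13 to 0.12) and for knockout minus parental (-0.022 to 0.099). Correlations ran from 0.197 to 0.259 (CHIR in both lines), 0.436 to 0.460 (prednisolone in both lines), 0.901 to 0.910 (prednisolone and dexamethasone) and 0.847 to 0.874 (prednisolone in parental and knockout).

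Of 117 results for single genes, 98 kept their direction and side of the threshold in all fits run. The others changed in 52 fits to weaker, in 15 to stronger and in 4 to the opposite direction. Those 4 were FKBP5 under CHIR in Nalm6 (0.036 without replicate 3 of the CHIR group, -0.40 without replicate 2 of it), GP5 under dexamethasone in the knockout (0.46 with the set difference subtracted) and, with no call in either case, BCL2L11 under dexamethasone in the knockout (-0.024 without replicate 2 of that group, and from -0.052 without replicate 3 of the untreated knockout to 0.094 without replicate 2 of it). Even at 25292579 counts or more per library, genes near or under 1 CPM have few counts, such as AXIN2 in CEM, with 36 to 50 counts per untreated library.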

Other observations

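All tests in this part were chosen after the pattern was seen, except those on splits of libraries, on GC content in the CHIR replicate, on depth in the untreated groups, on ranks of CEM transcripts and on counts of the silent genes.

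Between the untreated parental groups, 8774 genes differed. Removing GC trends gave 9246, thinning to 32501109 counts gave 7982, of which 7720 were among the 8774, and leaving out replicate 1 of the dexamethasone set gave 9378. None of these lowers the count by 1.5 times. The labels name no batch, passage or date, so a difference in culture and a difference in library preparation both stay open.

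For the counts of the 9 comparisons of 3 against 3 libraries, 1 of 10 splits, the real one, gave as many genes in each of Nalm6 CHIR, Nalm6 prednisolone, Nalm6 dexamethasone, untreated knockout, knockout prednisolone, knockout dexamethasone, CEM CHIR, CEM prednisolone and the untreated sets. The largest count of any other split was 4. A design of 10 splits cannot give a share under 0.1.

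Replicate 1 of the untreated dexamethasone set holds transcripts of CEM. Among 190 genes with more than 20 CPM on average in CEM and a median count of 0 in the other 23 Nalm6 and knockout libraries, 152 were detected there, against a median of 27 and at most 60 in the other libraries. They held 557 counts in all, against at most 120 in another library. Their counts ranked as in CEM (Spearman rho = 0.511, against at most 0.238 in the others), and the median level was 0.0771% of that in CEM. Reads from CEM libraries or cells are a candidate source. Without that library the parental dexamethasone count was 10734 against 10412 with it, but the mean of the Wnt list under dexamethasone was -0.23 in place of -0.39, so lists with genes at few counts in Nalm6 may be affected.

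Replicate 3 of the Nalm6 CHIR group departs from its partners along genes that also vary within other groups. Over 9494 genes, its deviation correlated with those of replicate 1 of the untreated dexamethasone set (r = 0.602), replicate 3 of the untreated knockout (0.518) and replicate 3 of CEM CHIR (0.471). Of 30 libraries outside the group, 10 had an absolute r above 0.3. All 10 belong to the untreated dexamethasone set, the untreated knockout, untreated CEM or CEM CHIR. Each deviation is taken against the mean of the partner libraries, so deviations within a group are linked and not independent. With GC trends removed the largest r was 0.668, so GC content is not the cause. A library effect common to several groups is consistent with this, and no biological explanation was tested. It did not create the CHIR calls, since 2708 genes were called without that library.

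GZMA had the largest rise under CHIR in Nalm6 and was also among the largest differences of the untreated groups, which raised the question whether CHIR calls reflect library sets. Across 16063 genes the CHIR response had an r of 0.0508 with the knockout dexamethasone against prednisolone difference, which shares no library with it. Over the 1399 called genes it was 0.238. A set difference thus does not account for the CHIR response as a whole.

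In the 9 knockout libraries, 6 genes stayed at or under 3 counts while each of the 15 parental libraries exceeded 1 CPM: TFDP1, CRISPLD1, FBXO21, GSTK1, YIPF6 and ZNF667-AS1. No gene showed the reverse. They were chosen after their values were seen. They lie on 6 chromosomes in GENCODE v29, which excludes loss of a single segment. The lowest parental count of any was 50, but choosing genes above 1 CPM in each parental library fixes such a value, so it does not test low expression. Against CEM the 6 genes did not behave alike. In parental libraries TFDP1 averaged 19.4 CPM, FBXO21 6.31, GSTK1 4.94 and YIPF6 3.87, against 203, 68.0, 53.6 and 31.2 CPM in CEM, whereas CRISPLD1 was at 9.99 CPM against 11.6 and ZNF667-AS1 at 1.98 against 0.00852. A candidate explanation is that the parental culture mixes expressing and silent cells and that the knockout line grew from silent ones, in which case these genes may mark the origin of the line and not TLE1. Bulk libraries give no test of it.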
